A study of Mus musculus with 6 samples. Its data were reported in "A transcriptomic study of Williams-Beuren syndrome associated genes in mouse embryonic stem cells" (2019).

How the data were processed

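Mouse ES cells (line EBRTcH3) carried the human WBSCR1 coding sequence with a 3xFLAG tag under a tetracycline-repressible promoter at the ROSA26 locus. RNA of 3 separately derived clones, A1, A3 and A4, was taken with tetracycline (control) and after 24 h without it (induced), and 6 Affymetrix whole-genome mouse expression arrays were hybridized, 1 for each clone and condition. Groups, replicate numbers and clones were taken from the sample labels, and replicates 1, 2 and 3 are A1, A3 and A4. The design does not separate the transgene from the removal of tetracycline. The number of arrays limits the precision.

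The deposited values are log2 signals from the robust multiarray average (RMA), which the authors computed with the RMA function of the Bioconductor affy package, whose version is not given in the sources used here. Array medians were 5.11 to 5.19 log2 with all 45101 probe sets present. No further normalization was applied. The 64 Affymetrix control probe sets were left out of the tests and read only for RNA quality and spike-in levels, which left 45037. The platform annotation gave 1 gene symbol for 34945 of the probe sets, several for 932 and none for 9160. No gene was named from a probe set with several symbols. Gene IDs of 34741 probe sets were matched to a RefSeq gene table of assembly GRCm38.p6 for chromosome and order; probe sequences were not used here.

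Induced and control arrays were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with condition as the only term, two-sided, and Benjamini-Hochberg adjustment over all probe sets at 0.05. The study's methods state a t-test with the same adjustment and no block, so the block was an alternative; the methods' t-test was also run. Replicate numbers pair the arrays of a clone. Deviations from the group means correlated across probe sets at r = 0.670 between the A3 arrays but at 0.313 for A1 and 0.290 for A4. The A1 control array correlated better with the induced array of A4 (0.348), and the induced array of A1 better with the control array of A4 (0.369), so the block was run beside the main test. Clones were compared by an F test over the clone terms in a fit of condition and clone, with the difference of each clone from the mean of the others. For 24 gene lists, camera with an inter-gene correlation of 0.01 was run on 1 probe set for each of 18193 genes, the one with the highest mean, with Benjamini-Hochberg adjustment over the lists; camera with an estimated correlation and fry were alternatives. Enrichment of lists among genes differing between clones was tested with Fisher's exact test against the 18193 genes, one-sided. Single values were compared by exact permutation tests. Expressed genes on a chromosome were those with a mean of at least 6 log2. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

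Genes were named by a rule: all Eif4h probe sets; the 10 higher and the 10 lower probe sets with 1 symbol and the same direction in all clones, by size among those past the threshold and otherwise by smallest p; the 5 higher and 5 lower by p with the block; the 2 members with the smallest p in each list; and for each clone the 3 genes highest and the 2 lowest among those called. The lists, the rule, the tests and most alternatives were fixed before the data were examined. The group of 63 probe sets, chromosome 15, the enrichment and direction tests of lists between clones, the clone members named from lists and the alternatives concerning control replicate 3 and induced replicate 1 were chosen after seeing the data.

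The tests were run on simulated data with the 6 arrays' layout, 200 changed probe sets and the noise drawn from limma's prior. Without a block, 0%, 38%, 88% and 100% of changes of 0.5, 1, 1.5 and 2 log2 were recovered with 0 false calls; with the block, 8%, 94%, 100% and 100% with 9 false calls; between clones, 0%, 62%, 100% and 100% with 4 false calls. With each probe set's own moderated spread instead, the values were 0%, 66%, 90% and 96% with 0 false calls, 76%, 100%, 100% and 100% with 29, and 20%, 100%, 100% and 100% with 37. A list raised by 0.3 log2 gave an adjusted p of 1.5e-26 and 1.8e-32 under these models with 0 other lists called. That rise was larger than the mean changes of the lists called on induction (0.045 and -0.062 log2), so sensitivity at their size was not tested. Splits of the real arrays other than by condition called up to 8 lists, so the 0 does not give the rate of false list calls.

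Alternatives were the replicate block, a mean of at least 5 log2, the probe sets brighter than the median one, subtraction of array medians, quantile normalization again, cyclic loess, eBayes with trend and robust options, arrayWeights, 1 probe set for each symbol, an added threshold of 0.5 log2, an adjusted p of 0.1, and leaving out each array or each clone. On induction, fits without single arrays kept condition as the only term, so the clone concerned stayed in a single condition. Such fits mix induction with differences between clones. For lists, all probe sets and ranks were also used. For the RNA quality values, the middle probe set replaced the 5' one.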

Results

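WBSCR1 is the human counterpart of mouse Eif4h, a translation initiation factor that stimulates the RNA helicase Eif4a1. Its coding sequence was switched on in 3 mouse embryonic stem (ES) cell clones, A1, A3 and A4, by 24 h without tetracycline, and the question was which mouse genes then changed. Each clone gave 1 control and 1 induced array, 6 in all, with array medians of 5.11 to 5.19 log2. No probe set passed the test of induction. Of the 6 probe sets for mouse Eif4h, the one at 11.96 ± 0.085 log2 in control arrays read 11.99 ± 0.17 log2 in induced arrays (SD, n = 3). The difference was 0.074 ± 0.17 log2 (SE) for the probe set at 12.19 in control arrays and 0.048 ± 0.14 for that at 11.41. It was 0.0035, 0.061 and -0.27 log2 for those at 7.71, 6.10 and 3.76. The adjusted p of limma was 0.999942 for each of the 6. The inserted human sequence carried no untranslated regions, so a probe set in the mouse 3' untranslated region could not detect it, and which of the 6 could was not analysed here. Induction of the transgene was therefore not verified on these arrays, which limits the reading of the 0 calls. The study states that induction was verified by RT-PCR in clones A1, A3 and A4. It marks the RNA taken at the start and at 24 h of that time course as the RNA used for the arrays.

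The genes with the smallest unadjusted p and the same direction in all 3 clones differed by 0.34 to 0.67 log2, and none passed the test. Higher on average in induced cells were Rpl27a, a protein of the large ribosomal subunit (0.59 ± 0.11 log2, SE), Mllt3, a part of the super elongation complex (0.65 ± 0.16), Thoc1 of the THO complex, which takes part in mRNA export (0.67 ± 0.19), and Man2c1os, an antisense transcript (0.61 ± 0.17). Smaller positive values were read for the POU-domain factor Pou6f1 (0.38), Fkbp5, a co-chaperone of steroid receptors (0.36), the adhesion receptor Pvr (0.35), Hrnr (0.35), Ddn (0.35) and Angpt4 (0.34). Lower on average were Sptssb, a subunit of serine palmitoyltransferase (-0.54 ± 0.12), Btrc, the substrate receptor of an SCF ubiquitin ligase (-0.53 ± 0.13), Them7 (-0.50 ± 0.092), Nos2, the inducible nitric oxide synthase (-0.47 ± 0.11), and the ubiquitin ligase Wwp2 (-0.41 ± 0.092). Further negative values were those of Gm4792 (-0.39), Cd300a (-0.39), Zan (-0.38), Zfp292 (-0.38) and Pnma1 (-0.35). With clone as a block, Fancm (0.58), Gm7969 (0.47), Spink10 (0.47) and Socs2 (-0.58) also came among the smallest p, without passing. Other probe sets of some of these genes pointed the other way: the second Rpl27a probe set read -0.067, 2 of the 3 Fkbp5 probe sets read -0.075 and -0.046, and Pvr was higher on 5 of 7, Thoc1 on 4 of 5, Wwp2 lower on 5 of 6, Fancm higher on 2 of 3, Gm7969 higher on 2 of 3 and Socs2 lower on 3 of 6. Where a named probe set was not its gene's brightest in control arrays, the brightest read between -0.11 (Socs2) and 0.12 log2 (Gm7969). Among these were Thoc1 (0.099 at 9.43), Pou6f1 (0.037 at 6.15), Zfp292 (-0.11 at 8.69), Btrc (-0.052 at 7.96) and Wwp2 (-0.024 at 8.90). The counts of direction alone therefore do not back changes of the size named. Of the probe sets that gave the named changes, those of Rpl27a, Pvr, Ddn, Gm4792, Nos2, Btrc and Socs2 read at least 5 log2 in control arrays, and the others were dimmer (2.54 to 4.70).

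**Figure D1:**
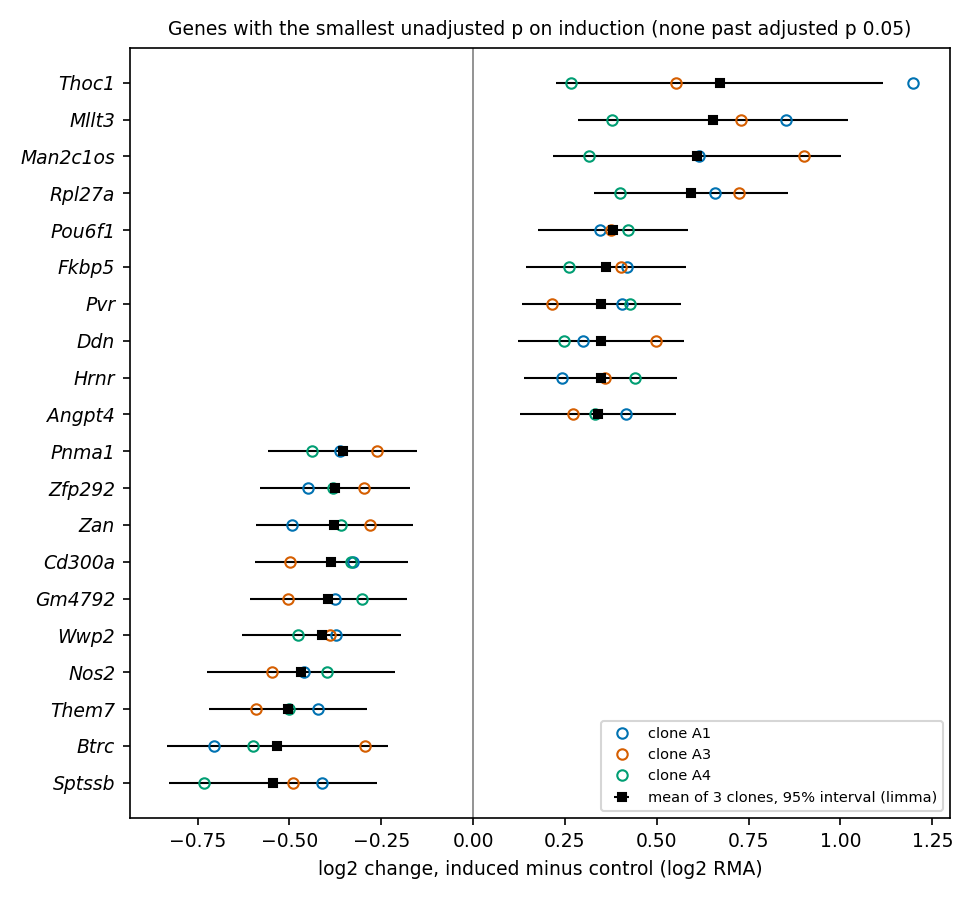
Log2 change on induction (horizontal axis, induced minus control) of the 10 genes higher and the 10 genes lower with the smallest unadjusted p, none past the adjusted threshold. Open circles are the 3 clones, black squares their mean with the 95% interval of limma, and the means lie between -0.54 and 0.67 log2.

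Of 45037 probe sets, limma called 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.999942. At an unadjusted p under 0.05 there were 676 probe sets, 209 higher and 467 lower, where chance alone would give 2252. That split moved to 341 higher and 317 lower when each array's median was subtracted. Clone as a block also gave 0 (smallest adjusted p 0.999861) with 1539 unadjusted. The methods' t-test called 0 with 1096 unadjusted (smallest adjusted p 0.878), and in its paired form 0 with 1846 unadjusted (0.0679). Without replicate 2, clone A3, limma called 0 with a smallest adjusted p of 0.617 and 2777 unadjusted. The mean change reached 0.5 log2 in size for 27 probe sets and 1 log2 for 0, and the 95% interval lay within 1 log2 of no change for 98.6% of them. Leaving out single arrays or clones gave 0 each time, with 276 (without replicate 3) to 2777 unadjusted. The 3 clones shared a direction at 21.8% of probe sets, where independent signs give 25%.

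Mitochondrial ribosomal proteins, which make up the ribosome inside mitochondria, rose as a list by a small amount: 62 of 73 measured members were higher, with a mean of 0.045 log2 (0.013 in A1, 0.034 in A3 and 0.089 in A4). Control probe sets for 18S ribosomal RNA averaged 0.68 log2 higher in the same induced arrays. By clone they changed by 1.36 in A1, 0.66 in A3 and 0.0030 in A4, in the reverse order of the list. The camera test gave an adjusted p of 0.00333 over 24 lists, and an adjusted p = 0.961 with an estimated correlation. Mrps6 (0.17 ± 0.097 log2, SE) and Mrps18c (0.15 ± 0.096) had the smallest p, and 0 members passed over all probe sets or adjusted over the list alone. Leaving out control replicate 3, induced replicate 1 or replicate 3 ended the call (adjusted p 0.245, 0.187 and 0.765), as did a second quantile normalization (0.0722) and cyclic loess (0.137). Without both control replicate 3 and induced replicate 1, which share a group of probe sets described below, the adjusted p was 0.722.

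Integrated stress response genes, which act under the transcription factor Atf4 in amino acid supply and stress, fell as a list: 25 of 32 members were lower, with a mean of -0.062 log2 and an adjusted p of 0.0328. The adjusted p = 0.961 with an estimated correlation. The mean was -0.099 in A1 and -0.12 in A4 but 0.031 in A3. Atf5, a transcription factor of the Atf4 family (-0.21 ± 0.099, SE), and Aldh18a1, an enzyme of proline synthesis (-0.16 ± 0.095, lower on 4 of 5 probe sets), had the smallest p, and 0 members passed, also adjusted over the list alone. The call ended without control replicate 1 (adjusted p 0.198), control replicate 3 (0.0690), induced replicate 1 (0.107), induced replicate 3 (0.379), replicate 1 (0.340) or replicate 3 (0.765), without both control replicate 3 and induced replicate 1 (0.107), and with all probe sets of the genes (0.0946).

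Glycolysis and hypoxia genes were higher in 21 of 24 members, with means of 0.15 in A1, 0.22 in A4 and -0.074 log2 in A3. Adm, a hypoxia-responsive peptide hormone, read 0.31 ± 0.20 and Ankrd37 0.32 ± 0.26 (SE). The list did not pass without a block (adjusted p = 0.0812) and passed with clone as a block (0.00725). It also passed without replicate 2 (0.00108), with arrayWeights (4.8e-06), with all probe sets of the genes (0.0157) and with camera on ranks (0.0230). Further passes came without control replicate 2 (6.9e-06), induced replicate 1 (2.3e-05), or both control replicate 3 and induced replicate 1 (7.3e-06). Such leave-outs, here and for the other lists, keep a clone in a single condition and use no block. They cannot separate induction from clone, and this list was 0.35 log2 higher in A3 than in the mean of A1 and A4. Without control replicate 1 the list turned down (0.363), and it did not pass without the other arrays or clones (0.0690 to 0.970), nor without a block and with an estimated correlation (adjusted p = 0.961). Imprinted genes were lower in 19 of 28 members, with Peg10 at -0.41 ± 0.18 and Zim1 at -0.20 ± 0.12. This list passed with the block (adjusted p 0.0291 against 0.169), which made 4 lists with the block against 2 without. With the block and an estimated correlation the adjusted p = 0.914 for both. Oxidative phosphorylation genes were higher in 47 of 62 members (adjusted p = 0.0688), with Ndufs5 at 0.13 ± 0.12 and Ndufb10 at 0.11 ± 0.10. The means of these oxidative phosphorylation genes were -0.034 in A1, 0.079 in A3 and 0.061 log2 in A4. They passed without control replicate 2 (0.0328), induced replicate 1 (0.000722) or replicate 1 (0.00644), without both control replicate 3 and induced replicate 1 (0.0194), with array medians subtracted (0.0227), with eBayes trend and robust (0.0312), with all probe sets of the genes (0.00591) and with camera on ranks (0.0153). The adjusted p = 0.961 with an estimated correlation, and a second quantile normalization (0.390) or cyclic loess (0.384) left the list further from the threshold. Of the 24 lists, fry called 0 (smallest adjusted p 0.968, 0 unadjusted), and camera at its preset correlation had 5 with an unadjusted p under 0.05.

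Markers of the pluripotent state and of the germ layers did not pass as lists. Of 25 pluripotency genes 12 were higher and 13 lower (adjusted p = 0.877), with Lin28a at -0.12 ± 0.094 log2 (SE) and Klf5 at -0.17 ± 0.18. The pluripotency list pointed down, and up with arrayWeights and without control replicate 3 or induced replicate 2. Primed epiblast genes were higher in 6 and lower in 8 of 14 (0.877), with Zic2 at -0.21 ± 0.45 and Lefty2 at 0.12 ± 0.30. Without control replicate 2 this list pointed up and passed (0.0328), but A3 then stayed only among induced arrays. The list was 0.72 log2 higher in A3 than in the mean of A1 and A4, so that call does not separate induction from clone. With all arrays the list pointed down, with an adjusted p = 0.961 with an estimated correlation. Mesoderm genes were higher in 9 of 18 (0.536), with Lhx1 at -0.19 and Gsc at -0.20 log2, and neural ectoderm genes in 8 of 16 (0.877), with Sox1 at 0.27 and Dcx at -0.15. Endoderm genes were higher in 12 of 19 (0.894), with Hnf4a at -0.15 and Sox7 at 0.19. The endoderm list turned down with array medians subtracted, with arrayWeights and with only brighter probe sets. It also turned down without control replicate 2, induced replicate 1 or induced replicate 3. Trophectoderm genes were higher in 10 of 15 (0.877), with Elf5 at -0.24 and Dlx3 at -0.23, and turned down without control replicate 1 or induced replicate 3, among other alternatives. The 2-cell-like genes were higher in 3 of 10 (0.914), with Tcstv1 at 0.19 and Zfp352 at -0.14. They turned up with a second quantile normalization or cyclic loess, among other alternatives. Fibroblast and feeder genes were higher in 8 of 18 (0.933), with Dcn at -0.17 and Lum at 0.25. Their mean was 0.0023 while their median was -0.0087 and the test pointed down. It pointed up with medians subtracted, a second quantile normalization or cyclic loess, among other alternatives. Of 2 probe sets each, Lin28a, Lhx1, Sox1, Elf5, Dlx3 and Zfp352 had 1 in the direction given here. Klf5 had 2 of 3, Dcx 3 of 4 and Hnf4a 3 of 4.

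The translation machinery, on which Eif4h acts, did not pass either. Translation initiation factors were higher in 15 and lower in 18 of 33 members (adjusted p = 0.877), with Eif4g3, a scaffold of the cap-binding complex, at -0.33 ± 0.12 log2 (SE) and Eif4a3 at -0.18 ± 0.14. Eif4g3 was lower on 2 of 4 probe sets. Cytosolic ribosomal proteins were higher in 28 of 43 (0.324), where 1 member, Rpl27a, passed adjusted over the list alone and Rpl14 read 0.16 ± 0.097. Endoplasmic reticulum chaperones were higher in 14 of 19 (0.676), with Dnajb9 at 0.10 and Sdf2l1 at 0.096, and heat shock genes in 8 of 14 (0.877), with Bag3 at -0.28 and Hspe1 at 0.086. Targets of p53 were higher in 12 of 19 (0.877), with Ei24 at 0.090 and Rps27l at -0.092. As a list they turned down with a second quantile normalization, cyclic loess or only brighter probe sets. They also turned down without control replicate 2, induced replicate 1 or induced replicate 3. Cholesterol synthesis genes were higher in 15 of 19 (0.536), with Tm7sf2 at 0.13 and Cyp51 at 0.12, and immediate early genes in 14 of 20 (0.464), with Ier5 at 0.26 and Egr2 at -0.17. Ier5 was higher on 1 of 3 probe sets and Egr2 lower on 1 of 2. Cell cycle genes were higher in 13 of 33 (0.877), with Cenpf at -0.15 and Mki67 at -0.18, and interferon response genes in 6 of 18 (0.877), with B2m at 0.23 and Cxcl10 at 0.16. Oxidative stress genes with metallothioneins were higher in 8 of 11 (0.877), with Hmox1 at 0.17 and Gclm at -0.15. Mouse orthologs of the Williams-Beuren region were higher in 11 of 26 (0.877), with Mlxipl, a carbohydrate-responsive transcription factor, at -0.33 and Rcc1l at 0.14. In these lists 0 members passed over all probe sets by limma. Heat shock genes passed as a list without induced replicate 2 (0.0412) and turned down without control replicate 2, induced replicate 1, induced replicate 3, replicate 1 or replicate 3, among other alternatives. Without induced replicate 2, A3 stayed only among control arrays, and the mean difference of A3 from A1 and A4 was -0.19 log2 for this list. Cholesterol synthesis genes passed without control replicate 3 (0.00117), without both control replicate 3 and induced replicate 1 (8.7e-05) and with arrayWeights (0.00886), and turned down without control replicate 1 (0.858), control replicate 2 (0.912) or induced replicate 3 (0.487). Immediate early genes passed without replicate 2 (0.0239). With all arrays these 3 lists had an adjusted p = 0.961 with an estimated correlation.

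A group of 63 probe sets for 51 genes was higher by at least 1 log2 on induction in A1 and lower by at least 1 log2 in A4, and 0 probe sets did the reverse. Cbl, a ubiquitin ligase, changed by 2.88 in A1 and -2.66 in A4, the anchoring protein Akap9 by 2.06 and -2.48, the histone demethylase Kdm5a by 2.49 and -2.03, and Malat1, a nuclear noncoding RNA, by 1.95 and -1.90. In A3 the group's median change was -0.15 log2. The signal lay above all other arrays in induced replicate 1 (A1) and control replicate 3 (A4) for 62 of the 63. This group was noticed in the data and stands apart from any fixed list, and with 1 pair of arrays a clone the difference was not tested.

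**Figure D2:**
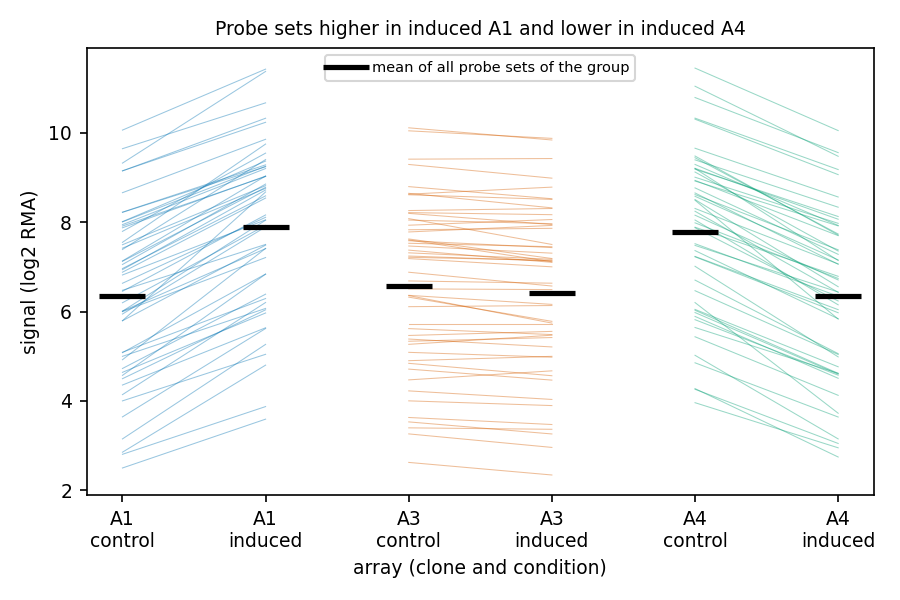
Signal (vertical axis, log2 RMA) of 1 probe set for each of the 51 genes in each clone's control and induced array, where thin lines join the arrays of a clone and black bars are the mean of all 63 probe sets. The mean was 7.89 in induced A1 and 7.78 in control A4 against 6.35 to 6.57 in the other arrays.

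The clones differed from each other far more than induced from control cells, and A3 stood apart. Compared with the mean of A1 and A4, A3 had less Rhox5, an X-linked homeobox gene (-4.10 ± 0.11 log2, SE, with 5.69 in A3), and less Gm20767 (-4.02 ± 0.10). It had more Aass, an enzyme of lysine breakdown (3.85 ± 0.18), and more Nnat (3.57 ± 0.11) and Plagl1 (3.43 ± 0.11), both imprinted genes. A1 had less of the Y-linked Uty (-4.50 ± 0.11) and Uba1y (-2.94 ± 0.11), with more Srgn (2.15), Cubn (1.91) and Rhox5 (1.82). A4 had more Gm6958 (3.73 ± 0.14) and more Gm20767 (2.32) and Rhox5 (2.28), with less Aass (-2.01) and Spink1 (-1.81). The values of A1 and A4 were each against a mean that includes A3, and Rhox5 was lower in A1 (9.64) than in A4 (9.94 log2). Other probe sets of these genes gave smaller differences: -2.54 and -0.73 for Uty, both called, and -0.75 without a call, -1.89 for Uba1y, 1.37 for Cubn in A1 and 2.21 for Gm6958, while the 2 others of Plagl1 read 0.16 in A3 each and were not called. The lower readings of Uty (2.78 log2 in A1), Plagl1 (3.44 and 3.78 in A1 and A4), Gm20767 (3.84 in A3), Cubn (3.90 in A3), Nnat (3.91 and 4.31 in A1 and A4), Gm6958 (4.23 in A3) and Srgn (4.95 in A3) were dim, as were some of the other probe sets of Uty, Cubn and Plagl1. Signal over background was not measured, so no fold is given, and the log2 differences of these genes carry the same limit. The F test of limma called 2496 probe sets, 5.54% of those tested, and A3 lay farthest from the others in 2325 of them (93.1%), higher in 902 and lower in 1423. The count was 1115 without control replicate 1, 947 without control replicate 2, 870 without induced replicate 1 and 589 without induced replicate 2. Without the last, A3 was higher in 51.5% of those it led against 38.8% with all arrays. The A3 arrays also had more poly-A spike-in control signal, 7.27 to 7.39 against 5.97 to 6.35 log2 in the other arrays, and more bioC hybridization control, by 1.05 log2. The other hybridization controls differed by 0.24 (bioB), -0.27 (bioD) and -0.21 (cre). The 3' minus 5' signal of Actb was lower in A3, 0.29 to 0.32 against 0.40 to 0.45 log2 in the other arrays, while that of Gapdh overlapped (-0.0073 and 0.078 against 0.054 to 0.10).

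**Figure D3:**
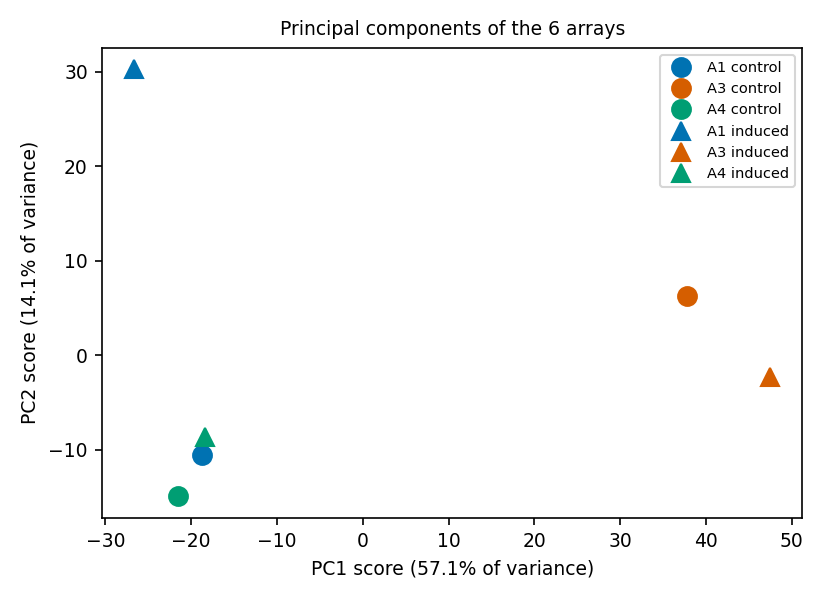
Scores of the 6 arrays on the first and second principal components of all 45037 probe sets (57.1% and 14.1% of the variance), where circles are control and triangles induced arrays, coloured by clone. The A3 arrays lie at 37.8 and 47.5 on the first component, all others between -26.6 and -18.4.

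Clone A3 had higher primed epiblast genes and lower endoderm and 2-cell-like genes, measured in arrays that also had 1.21 log2 more spike-in signal. The members given here with a difference were called also without any 1 of the arrays. Primed epiblast genes differed in 6 of 14 members, all higher in A3: Otx2, a homeobox factor of the epiblast and forebrain (2.88 ± 0.16 log2, SE), Cldn6, a tight junction protein (1.87 ± 0.11), Lefty1, an inhibitor of Nodal signalling (1.38 ± 0.099), and the kinase Pim2 (1.10 ± 0.10). Endoderm genes differed in 11 of 19, with 9 lower and 2 higher in A3, among them the endocytic receptor Cubn (-2.35 ± 0.22), the basement membrane collagens Col4a1 (-1.49 ± 0.10) and Col4a2 (-1.39 ± 0.11), and Dab2 (-1.12 ± 0.10). For 3 of the 11, Dab2, Sox7 and Pdgfra, A1 lay farthest from the others, with the highest signal, and Sox7 and Pdgfra lost their calls without some arrays. The 2-cell-like genes differed in 5 of 10, all lower in A3, with AF067061 at -3.31 ± 0.11 and Usp17la at -3.29 ± 0.13. The A3 readings of Cubn (3.90 log2) and Usp17la (4.64) were dim, which limits these 2 differences. Pluripotency genes differed in 1 of 25, Dppa3, a maternal and germ cell factor (1.05 ± 0.097 higher in A3). The background was 6.84% of 18193 genes, and Fisher's exact test over the 24 lists gave adjusted p = 1.6e-07 for endoderm, 0.00113 for primed epiblast and 0.00135 for 2-cell-like genes. Adjusted over the list alone, 14 endoderm, 9 primed epiblast, 6 2-cell-like and 3 pluripotency genes passed. The endoderm count was 5 without control replicate 1 or control replicate 2, 4 without induced replicate 1 and 6 without induced replicate 2, and the 2-cell-like count 3 without induced replicate 2. By camera the A3 difference had an adjusted p of 6.3e-06 for endoderm and for 2-cell-like and 9.2e-05 for primed epiblast genes, and an adjusted p = 0.414, 0.414 and 0.622 with an estimated correlation.

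Glycolysis and hypoxia genes and imprinted genes also differed between clones, where the A3 arrays had more spike-in signal. Glycolysis and hypoxia genes differed in 8 of 24 members, all higher in A3 than the mean of A1 and A4, but A1, the lowest, lay farthest from the other clones in 5 of them (Egln3, Egln1, Slc16a3, Tpi1 and Pfkl), and Slc16a3 read 9.16 in A3 against 9.23 log2 in A4. Against that mean the differences of A3 were those of Bnip3, a hypoxia-induced mitophagy receptor (1.35 ± 0.13 log2, SE), Egln3, an oxygen-sensing hydroxylase (0.89 ± 0.15), P4ha1, a collagen hydroxylase (0.82 ± 0.12), and Pfkp, a phosphofructokinase (0.66 ± 0.11). Another Pfkp probe set read -0.37 without a call, and the second Egln3 probe set 0.40 without a call. Fisher's exact test gave an adjusted p of 0.00103, and camera 1.4e-04 with an adjusted p = 0.622 at an estimated correlation. Their count was 2 without control replicate 1, 3 without control replicate 2 or induced replicate 1 and 4 without induced replicate 2, and Fisher's exact test did not pass without control replicate 1 (adjusted p 0.534), control replicate 2 (0.117) or induced replicate 1 (0.0804). Bnip3 kept its call without any 1 of the arrays, while Egln3, P4ha1 and Pfkp each lost theirs without control replicate 1 and at least 1 other array. Imprinted genes differed in 11 of 28 members, 5 higher and 6 lower in A3 (Fisher's exact test, adjusted p = 1.3e-05), with A1 farthest from the others for Mest and A3 for the other 10, with Nnat at 3.57, Sgce at 2.00 ± 0.11 and the cell cycle inhibitor Cdkn1c at -1.51 ± 0.13. As a list they pointed in no direction by camera (adjusted p = 0.928). That count was 5 without control replicate 1, induced replicate 1 or induced replicate 2 and 3 without control replicate 2, which left an adjusted p of 0.141. Adjusted over the list alone, 14 glycolysis and hypoxia and 11 imprinted genes passed.

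**Figure D4:**
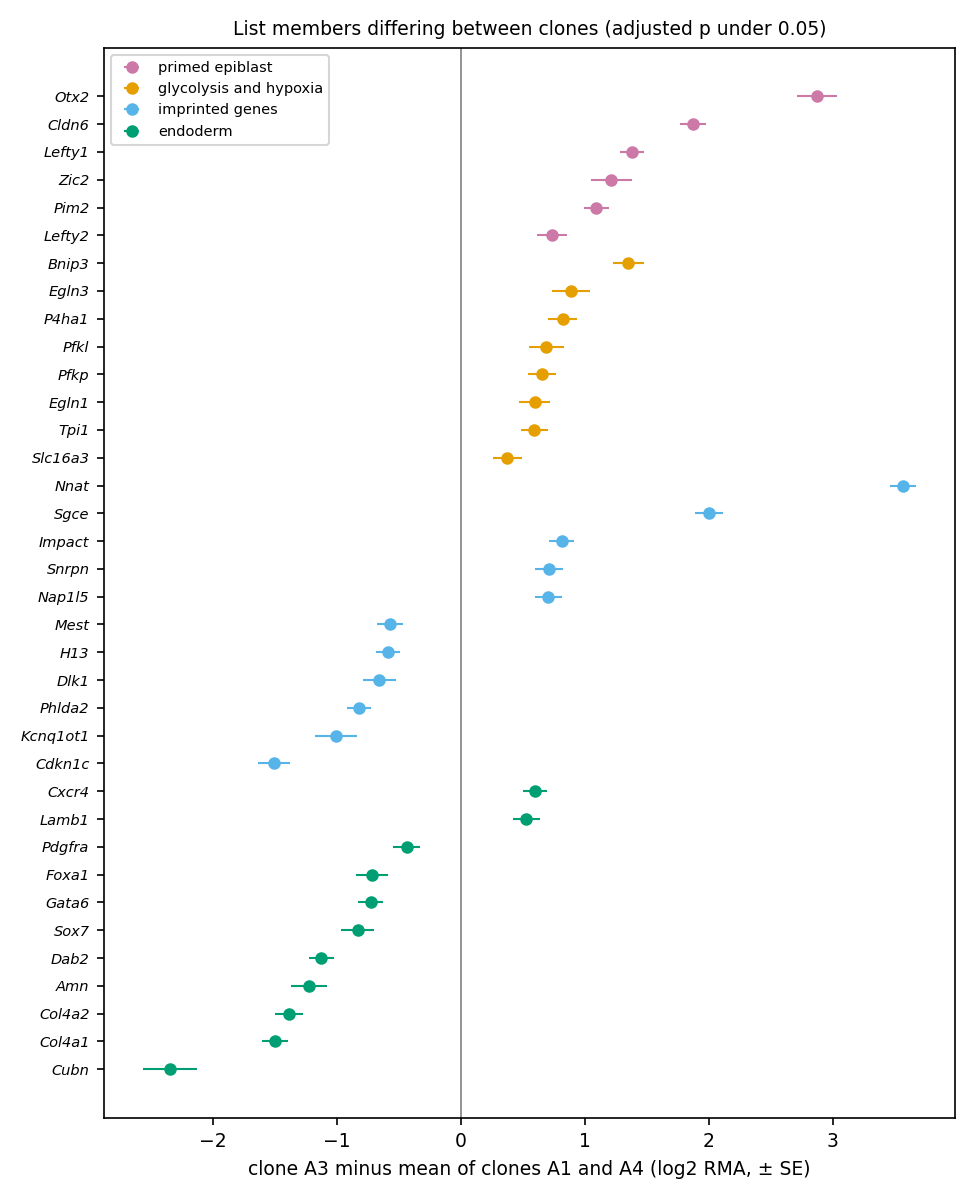
Difference of clone A3 from the mean of clones A1 and A4 (horizontal axis, log2 RMA, bars are the SE of limma) for each member of the primed epiblast, glycolysis and hypoxia, imprinted and endoderm lists that passed the F test between clones. All 6 primed epiblast and 8 glycolysis and hypoxia members lie above 0, and 9 of 11 endoderm members below.

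Genes of chromosome 15 were lower in A3 as a group. Over 407 expressed genes of this chromosome the median difference was -0.28 log2, where the medians of the other chromosomes ran from -0.047 to 0.042 and the lowest median of 10000 random gene lists of that size was -0.075. In order along the chromosome, in the gene table of assembly GRCm38.p6, the median was -0.089 over the 136 genes of the first 4 of 12 groups of genes and -0.41 over the 271 genes from Oplah onward, of which 80.8% were lower in A3. The medians of groups 1 to 4 were -0.11, 0.0032, -0.11 and -0.24, so lower values were not confined to the genes from Oplah onward. The last 8 groups had a median of -0.44 in the control and -0.36 in the induced A3 array, and A1 differed from A4 by -0.014. Of the 407 genes 115 differed between clones, 110 of them lower in A3. The count was 54 without control replicate 1, 28 without control replicate 2, 43 without induced replicate 1 and 24 without induced replicate 2. Dab2, named above among endoderm genes, and Krt8, a keratin (-1.05 ± 0.097), lie on this chromosome. The chromosome was singled out after its values were seen, and the groups of genes are not independent replicates.

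**Figure D5:**
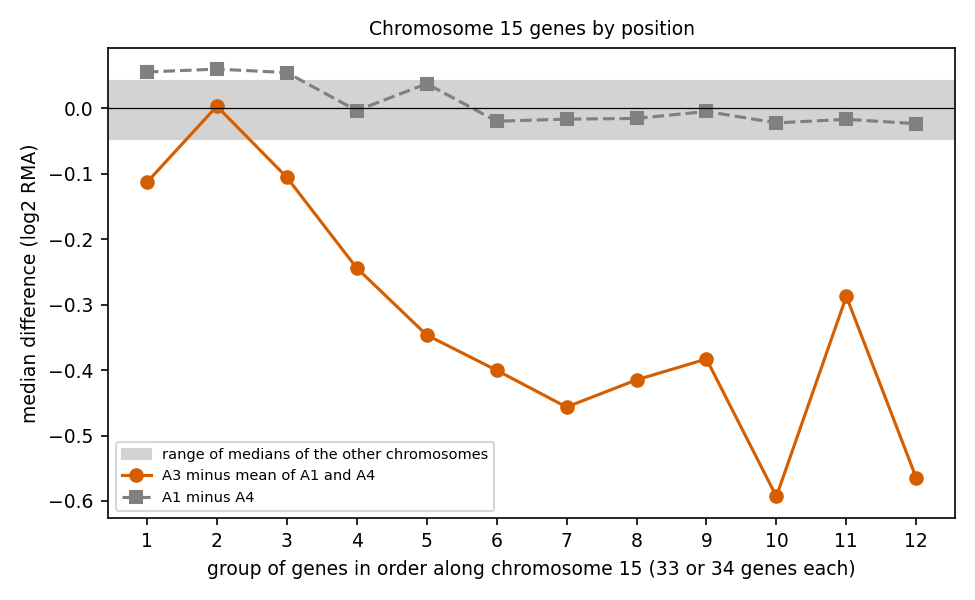
Median difference between clones (vertical axis, log2 RMA) for 12 groups of 33 or 34 genes in order along chromosome 15, where circles are A3 minus the mean of A1 and A4, squares A1 minus A4, and the grey band is the range of A3 medians on the other chromosomes. From the fifth group on, the A3 medians lie between -0.59 and -0.29.

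The 3' minus 5' signals, a sign of RNA quality, differed between the conditions by less than the spread between replicates. The 3' minus 5' signal of the Actb control was 0.38 ± 0.056 log2 in control and 0.39 ± 0.084 log2 in induced arrays (SD, n = 3, exact permutation test, two-sided p = 0.7). That of Gapdh was 0.061 ± 0.060 and 0.064 ± 0.013 (exact permutation test, two-sided p = 1), and with 3 against 3 arrays the smallest p possible is 0.1. Signs of both differences, 0.010 and 0.0027, turned with a second quantile normalization (-0.0058 and -0.0022). The 18S control probe sets, which read ribosomal RNA, averaged 6.09 ± 0.48 in control and 6.76 ± 0.68 log2 in induced arrays (exact permutation test, two-sided p = 0.2).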

Values the study reported

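The study followed the induction of its transgenes in 3 clones per gene at 17, 24, 39 and 48 hours after tetracycline was withdrawn, and chose 24 hours for the arrays. Genes were called at a false discovery rate below 0.05.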

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

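All tests in this part were chosen only after the results were seen.

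The 63 probe sets higher in induced A1 and control A4 were singled out because the arrays of A1 and A4 moved in opposite directions, a difference that was not tested, and a change of the whole transcripts of these genes is argued against by all 147 bright probe sets of the same 51 genes, 42 of the group included, whose median difference (A1 change minus A4 change, divided by 2) was 0.10 ± 0.69 log2 (SD) against 1.39 in the group. Control and induced arrays exchanged within A1 or A4, with a response shared by all 3 clones, is argued against by the A3 median of -0.15 ± 0.19 log2 (SD over probe sets). An exchange with a response absent from A3 stays open, although the study followed transgene induction in RNA of each of these clones by RT-PCR, which reads the RNA and not the arrays. Degraded RNA in the 2 arrays could not be decided: their Actb 3' minus 5' signal was 0.022 log2 higher than in the other arrays of A1 and A4, with overlapping values, while that of Gapdh was 0.011 log2 lower (-0.011). The genes are long ones, 98.0% above the median gene length, and 0 of 10000 random lists of like signal had as long a median. The Spearman rho of the same difference (A1 change minus A4 change, divided by 2) with gene length was only 0.15. A difference in RNA handling that favours parts of long or nuclear transcripts may be a candidate explanation and was not tested.

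Integrated stress response genes, lower on induction in A1 and A4, had a mean change of 0.031 log2 in A3, a difference between clones that was not tested. Glycolysis and hypoxia genes, higher in A1 and A4, had a mean change of -0.074 log2 in A3, likewise not tested. The 18S control probe sets, outside the main measurement, were 0.68 log2 higher in induced than in control arrays, by 1.36 in A1, 0.66 in A3 and 0.0030 in A4.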

How the results depend on the processing

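The terms for and the removal of control replicate 3 and induced replicate 1 were chosen after the data were seen; all other alternatives were fixed before the data were examined. Probe sets called on induction stayed at 0 in every alternative run, as did called Eif4h probe sets and named genes. The replicate block changed no call other than those of the lists given here. The number of lists past the threshold, 2, was 4 with the replicate block, 4 with the term for control replicate 3 and induced replicate 1 and the block, 4 with arrayWeights, 4 with camera on ranks, 1 with quantile normalization again, 1 with cyclic loess, 0 with an estimated correlation and 0 with fry. The estimated form raised adjusted p also for imprinted genes without a block, whose estimate of -0.013 lay below the preset 0.01. A call lost in that form does not by itself show an effect of correlated genes. Leaving out arrays gave 0 (without replicate 3) to 5 (without control replicate 2). Fits without single arrays also carry differences between clones, those 5 calls included. Other causes were not tested. Probe sets differing between clones, 2496, fell with fewer arrays to 589 (without induced replicate 2) up to 1959 (without induced replicate 3), and were 2174 to 3618 otherwise.

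The 3' minus 5' difference turned sign with quantile normalization again, to -0.0058 for Actb and -0.0022 for Gapdh, and ran from -0.022 to 0.059 and from -0.032 to 0.024 without single arrays. Of the Eif4h probe sets, the probe set at 7.71 log2 in control arrays turned to -0.023 with quantile normalization again, -0.019 with cyclic loess and -0.046 with arrayWeights, and ran from -0.091 to 0.063 without single arrays or clones. In the same leave-outs that at 11.96 ran from -0.021 to 0.13, that at 12.19 from -0.059 to 0.26, that at 6.10 from -0.085 to 0.15 and that at 11.41 from -0.045 to 0.16. List members that turned in leave-outs were Zic2 (-0.52 to 0.29), Lefty2 (-0.12 to 0.43), Sox7 (-0.16 to 0.46), Tcstv1 (-0.049 to 0.49), Zfp352 (-0.34 to 0.098), Ndufs5 (-0.024 to 0.23), Mki67 (-0.31 to 0.0019), Hmox1 (-0.048 to 0.30) and Gclm (-0.41 to 0.10). Zic2 read 6.69 and 6.10 log2 in the A3 arrays against 4.92 to 5.42 in the others. Lefty2 read 9.18 and 9.03 against 8.08 to 8.69. For these 2 genes, leaving out an A3 array moves a group mean without any change on induction. For the other members the cause was not tested. The 24 other genes named on induction by size or p kept their direction throughout. Of 87 named clone results, 0 turned and 34 were called without each array in turn. Signal over background was not measured here, so no limit is set for dim genes.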

Other observations

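All tests in this part were chosen only after the results were seen, except the F test between clones, the count of lists over other splits and the spread of chromosome 15 genes, whose bounds were set before their values were seen.

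Further genes set clone A3 apart outside the lists described so far. The trophectoderm list gave 4 of 15 members in mixed directions, with Krt19 (1.84 ± 0.12 log2, SE) and Tfap2c (1.10 ± 0.14) higher and Krt8 (-1.05 ± 0.097) lower in A3. Immediate early genes gave 4 of 20, with Egr1 higher (1.21 ± 0.12) and Jun lower (-0.85 ± 0.096, with a dim 4.96 log2 in A3). The translation initiation factors Eif5 (-1.05 ± 0.099) and Eif5b (-0.57 ± 0.096) were lower and Cdc6, a DNA replication licensing factor, was lower (-1.15 ± 0.12). Of the heat shock genes Hspa1b (-1.10 ± 0.18) and Hspa1a (-0.83 ± 0.16) were lower and Bag3 (0.69 ± 0.11) higher. Cldn3 (0.76 ± 0.11) and Cldn4 (0.83 ± 0.11), claudin orthologs of the Williams-Beuren region, were higher. Each of these calls was lost without at least 1 array, except those of Krt19, Krt8, Egr1 and Eif5.

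Other members of the lists differed between clones as follows: 1 of 18 mesoderm, 1 of 16 neural ectoderm, 2 of 18 fibroblast and feeder, 2 of 32 integrated stress response, 2 of 19 endoplasmic reticulum chaperone, 2 of 19 p53 target, 2 of 33 cell cycle, 1 of 18 interferon response and 2 of 11 oxidative stress genes, and 0 of 43 cytosolic ribosomal, 0 of 73 mitochondrial ribosomal, 0 of 62 oxidative phosphorylation and 0 of 19 cholesterol synthesis genes. By camera the lists of oxidative stress (adjusted p 0.0383, mean -0.24 log2), heat shock (0.0400, -0.19), cholesterol synthesis (0.0400, -0.14) and cell cycle genes (0.0400, -0.11) were lower in A3, and with an estimated correlation these lost their calls (adjusted p = 0.622, 0.647, 0.622 and 0.622). The estimate for cholesterol synthesis genes, -0.054, lay below the preset 0.01, so a higher correlation did not end that call. Adjusted over the list alone, 3 cholesterol synthesis, 8 immediate early, 6 Williams-Beuren region, 5 trophectoderm, 4 p53 target and 2 interferon response genes passed. The Y-linked Uty read 2.78 log2 in A1, 7.39 in A3 and 7.18 in A4, and Uba1y 5.11, 9.20 and 6.91. The Y-linked Eif2s3y, a translation initiation factor gene, read 8.54, 9.35 and 8.84 on 1 of its 2 probe sets. That probe set was also called between clones (F test, adjusted p = 0.0310), at -0.55 ± 0.12 log2 (SE) in A1. A1 thus kept signal on this probe set, but which transcripts it reads was not checked. Expression of a Y-linked gene in A1 was therefore not shown.

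The lower signal of chromosome 15 genes in A3 was weighed against the processing of the arrays and a difference in DNA copies. A processing difference that acts by signal level or gene length, whatever the chromosome, is argued against by 10000 random lists of genes on other chromosomes with like signal and length, whose lowest A3 median was -0.067 against -0.28 ± 0.030 log2 (bootstrap SE) for chromosome 15. A different copy number of the distal part was not settled: it needs genes that shift together, and the spread of these genes about their median was 1.54 ± 0.13 times that of genes on other chromosomes (bootstrap SE), at the bound of 1.5 set for it. Both A3 arrays showed the shift, of -0.44 and -0.36 log2, where 2 copies against 3 would give -0.58 at full scale, so fewer copies in A3 or more in A1 and A4 may be a candidate explanation. DNA was not analysed here.

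The distance of A3 from the other clones may be of more than 1 origin. A separate processing batch of the A3 arrays cannot be told apart from the clone, since both A3 arrays, and no other, had more poly-A spike-in signal, by 1.21 log2. More differentiated cells of every kind to a like extent in A1 and A4 is argued against by the germ layer lists: the mesoderm mean lay 0.52 ± 0.18 log2 (SE) above the endoderm mean in A3 minus the others, and trophectoderm genes were at 0.24 ± 0.17 against -0.56 ± 0.17 for endoderm. The mesoderm and neural ectoderm means themselves were -0.044 ± 0.055 and -0.050 ± 0.073, negative but within their SE. A small excess of these kinds of cells in A1 and A4 was therefore not excluded. A larger share of endoderm-like cells alone in A1 and A4 stays open, as does a difference of the clones themselves.

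The splits of the 6 arrays into 3 and 3 number 10, the real one included, too few for a share under 0.05. For probe sets called on induction all 10 splits gave 0, the real one and the highest other alike; at an unadjusted p under 0.05 the real split gave 676 and the others 622 to 5556. The splits that kept the A3 arrays together gave 4862 to 5556. Those that kept the arrays of A1 and of A4 together but parted A3 gave 622 and 660. The structure was thus A3 against the rest, and the splits cannot tell the clone from a processing batch of its arrays. For lists past the threshold the real split gave 2 and the highest other 8, and 8 of the 10 splits, the real one included, gave 2 or more. Splits that part all 3 pairs of arrays, fitted with the block, gave 4 lists for the real one and 0, 6 and 1 for those with the arrays of A4, A3 and A1 exchanged; the probe sets called were 0 in each, with 1539 unadjusted in the real one and 1904, 3897 and 1948 in these.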
